A study of Mus musculus with 6 samples. Its data were reported in "Transcriptional regulatory control of mammalian nephron progenitors revealed by multi-factor cistromic analysis and genetic studies" (2018).

How the data were processed

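Open chromatin was measured by ATAC-seq in 6 libraries from developing kidneys of Six2TGC/+ mouse embryos of the CFW strain at stage E16.5, 3 of cells given as Six2+ and 3 of cells given as Six2-. Per the series' design text, Six2+ cells were sorted for GFP from dissociated kidney cortex and 50000 cells entered each reaction. The study's methods describe ATAC-seq of magnetically purified nephron progenitors, so how far they apply to these libraries is not known. Groups and replicate numbers were taken from the labels, and no library was left out.

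The submitters' processing notes name bcl2fastq 2.17 for base calling, Bowtie2, with no version given, for alignment and the mm10 mouse genome. The study's methods call peaks with QuEST in its setting for transcription factors and keep those with a fold enrichment over 10. The authors deposited 1 peak list for each library, so replicates were not pooled. Each list has no header and gives a position and 3 values computed by the authors. From their layout and values these were read as the fold enrichment of the library at that position, the enrichment of a control library, and a ratio. The deposited ratio equals the first value divided by the second, with the second taken as at least 1. The lowest deposited enrichment lay close to 10 and the lowest ratio close to 2.5 in each list, so regions below these levels are missing from the lists by construction. The lists hold no read counts and no intervals. Whether peaks were filtered after calling beyond the threshold on fold enrichment is not given in the sources used here, and the numbers of the regions have gaps, so a region called in no library of a group is one with no peak listed. How reads were shifted for the transposase, how duplicates were treated and which library served as control are not given in the sources used here.

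Coordinates were used as deposited on mm10, with the GRCm38.p6 sequence, which is the same assembly, and the GENCODE vM21 annotation. Peaks less than 150 bp apart counted as shared, the distance rule of the study. Peak positions of all 6 lists were joined into regions by single linkage at that distance. Six2+-only regions were called in 3 of 3 Six2+ libraries and in 0 of 3 Six2- libraries, and Six2--only regions the reverse. A promoter peak lay within 5 kb of a TSS, and for gene lists within 1 kb. Each region was assigned to the protein-coding gene with the nearest TSS within 500 kb, and regions further away entered the list tests with no gene. Named regions are given their nearest gene at any distance.

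Group means were compared by exact permutation tests, two-sided, and shares of regions by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 11 gene lists, 28 motifs or the 3 pairs of region classes, at an adjusted p of 0.05. Regions near 1 gene are not independent, so each list was also compared with 10000 random gene lists of the same size, matched on the number of regions per gene. The gene lists covered nephron progenitors, differentiating nephron, podocyte, stroma, ureteric epithelium, endothelium, myeloid and mast cells, erythroid cells, neural and glial cells, Wnt and beta-catenin targets and housekeeping genes. They were written from general knowledge, and 15 of 16 erythroid genes were annotated as protein-coding under the symbol used. Motifs were counted as exact matches of a consensus on either strand from 150 bp before to 150 bp after a region centre. Intervals of shares are 95% Wilson intervals, and those of odds ratios are 95% intervals on the log2 scale.

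Named genes followed a rule. They were the genes of the fixed loci, the up to 4 genes of each list with the most group-only regions (at least 2), and the 10 genes with the most regions in each direction. Named regions were the 5 in each direction with the best rank of enrichment in their worst library. Enrichments were used to rank peaks within a list and to filter peaks. The filters at the pooled median and at enrichments of 20, 40 and 100 applied the same level to all lists, whose own medians ran from 15.2 to 16.4.

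The alternatives were other sharing distances (50 and 300 bp), lists cut to the length of the shortest (14684 peaks), peaks above the pooled median enrichment (15.8), calls in 2 of 3 libraries, autosomes only, other TSS distances, distal regions only, regions matched on GC content in bins of 5 percentage points, a window of 50 bp on each side, each library left out in turn, and the replicate number as a block. An enrichment of 20 or more in each calling library and regions with no peak of the other group within 1 kb were added after seeing the data. The code was checked on simulated lists, in which planted regions were called in all 3 libraries of a group and in none of the other. It recovered 100% of 200 planted Six2+-only and 100% of 200 planted Six2--only regions. A planted list was called, 0 lists were called in a single simulation without one, and 200 of 200 planted motif sequences were found. The planted regions had no missed calls and only small shifts of position, so this check does not measure performance on the real lists. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.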

Results

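Open chromatin was mapped by ATAC-seq, in which a transposase inserts sequencing adaptors into accessible DNA, in cells of developing E16.5 mouse kidneys. The embryos carried a Six2TGC transgene, which marks Six2-expressing cells with GFP. Six2 is the transcription factor that keeps nephron progenitors, the cells that give rise to the nephron, in an undifferentiated state. The series held 3 libraries of Six2+ cells and 3 libraries of Six2- cells, and each reaction used 50000 cells. One peak list was deposited for each library, so the comparison asked which regions were open in nephron progenitors and which in the Six2- cells, whose sort the labels do not describe further. The lists gave a position and an enrichment for each peak but no read counts, so the sequencing depth of each library is unknown. Nothing in the labels says that the libraries of a group came from separate animals, so the p-values of permutation tests over libraries measure only the spread between these samples, which may be technical. Fisher's exact tests took regions as their units, so their p-values hold no spread between libraries.

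The Six2+ lists held 14684, 25678 and 20525 peaks and the Six2- lists 25471, 28940 and 18636 peaks. The mean was 20296 ± 5501 (SD, n = 3) in Six2+ cells and 24349 ± 5243 (SD, n = 3) in Six2- cells. The difference of -4053 peaks was smaller than the spread within either group (exact permutation test, two-sided, p = 0.5). It also rested on single libraries, being -1248 without Six2+ replicate 1 and -6910 without Six2- replicate 3. The share of peaks within 5 kb of a transcription start site (TSS) was 51.7% ± 7.28 (SD, n = 3) in Six2+ cells and 47.8% ± 5.72 (SD, n = 3) in Six2- cells, which likewise did not separate the groups (exact permutation test, two-sided, p = 0.6). The highest share, 59.9% (95% Wilson interval 59.1 to 60.7), belonged to the shortest list, Six2+ replicate 1, and the lowest, 42.1% (41.6 to 42.7), to the longest, Six2- replicate 2. Without Six2+ replicate 1 the difference in promoter share went from 3.98 to -0.0806 percentage points. These intervals cover counting error only. With 3 libraries against 3 there are 10 splits of the libraries, and no exact permutation test here can give a p below 0.1.

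The peak lists of a group resembled each other more than they resembled those of the other group. Pairs of Six2+ lists shared on average 57.2% of the shorter list (54.7 to 60.6, 3 pairs), and pairs of Six2- lists shared 60.1% (52.9 to 66.6, 3 pairs). Pairs made of a Six2+ and a Six2- list shared 40.3% (32.1 to 49.8, 9 pairs). The lowest pair within a group therefore lay above the highest pair between groups. The mean within groups exceeded the mean between groups by 18.4 percentage points, while the highest of the other 9 splits gave -0.796 points (exact permutation test of the group labels, p = 0.1, the smallest these libraries allow).

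**Figure D1:**
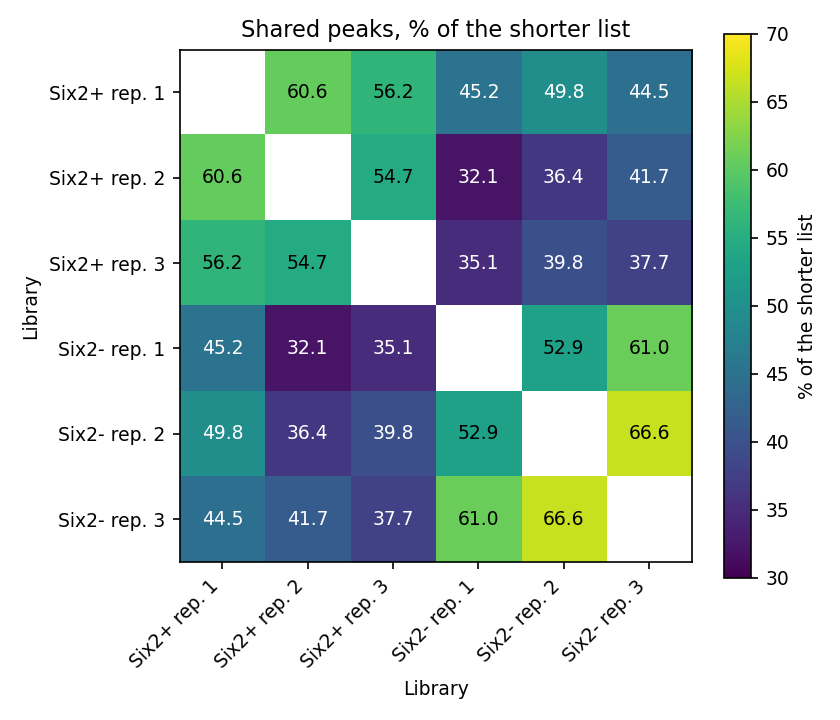
Heat map of the peaks shared by each pair of the 6 libraries, as a percentage of the shorter list, with a library in each row and column and the percentage printed in each cell. The pairs within a group lie between 52.9% and 66.6%, and the pairs between groups lie between 32.1% and 49.8%.

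Joined across the 6 libraries, the peaks formed 64454 regions. Of these, 32640 (50.6%) were called in a single library and 2738 (4.25%) in all 6. A set of 1613 regions was called in all 3 Six2+ libraries and in no Six2- library (Six2+-only regions), and 2867 regions showed the opposite pattern (Six2--only regions). The other 9 splits of the libraries into 3 and 3 gave between 112 and 476 such regions on a side. The larger number of Six2--only regions went with the longer Six2- lists, because cutting each list to its 14684 best-enriched peaks gave 1461 Six2+-only and 1441 Six2--only regions. Both counts also rested on single libraries. Without Six2+ replicate 1 there were 4158 Six2+-only regions and without Six2+ replicate 3 there were 2517, while without Six2- replicate 1 or 3 there were 4499 or 5429 Six2--only regions. Dropping a library relaxes the rule to both remaining libraries of that group.

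**Figure D2:**
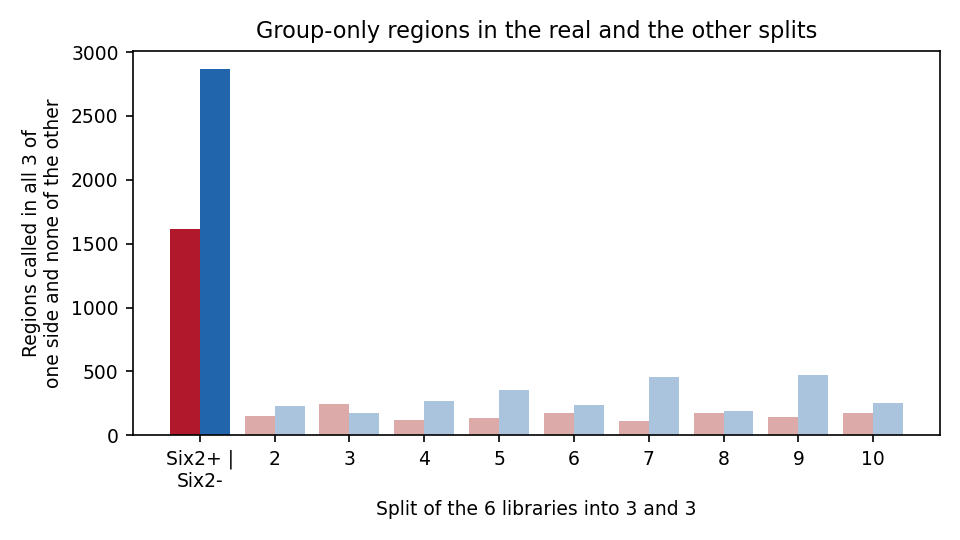
Number of regions called in all 3 libraries of one side and in none of the other, for each of the 10 splits of the 6 libraries into 3 and 3, with a bar for each side. The Six2+ against Six2- split gives 1613 and 2867 regions, and no other split exceeds 476.

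Regions found in a single group lay mostly away from promoters, and regions shared by all 6 libraries lay mostly at promoters. Of the Six2+-only regions 17.4% (95% Wilson interval 15.6 to 19.3) and of the Six2--only regions 23.2% (21.7 to 24.8) lay within 5 kb of a TSS, against 78.4% (76.8 to 79.9) of the regions called in all 6 libraries. The median distance to a TSS was 45.4 kb for Six2+-only regions, 28.2 kb for Six2--only regions and 0.093 kb for regions called in all 6 libraries. Beyond 5 kb, 42.2% of Six2+-only and 42.9% of Six2--only regions were intronic, and 55.7% and 55.5% were intergenic. The promoter share of Six2+-only regions was lower than that of Six2--only regions by a log2 odds ratio of -0.52 (95% interval -0.75 to -0.30; Fisher's exact test with Benjamini-Hochberg adjustment, two-sided, adjusted p = 3.82e-06). This difference did not hold up when a Six2- library was left out, being -0.06 without replicate 1, -0.12 without replicate 2 and -0.0086 without replicate 3. It was larger in size at equal list lengths (-0.71) and above the pooled median enrichment (-1.27).

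The Six2+-only region with the best rank in its worst library lay at chromosome 7, 105400332 to 105400417 (mm10), 0.323 kb from a TSS of Fam160a2, with enrichments of 97.9, 112 and 117. The enrichments are the authors' values and serve here only to rank peaks within a list and to filter peaks. The next 4 were an intergenic region 0.11 kb from a TSS of Syncrip, which encodes an RNA-binding protein (chromosome 9, 88482651 to 88482745), and intergenic regions 186 kb from Fam84a, 685 kb from Dpp10 and 227 kb from Tprg, the last with a Six2- peak 328 bp away. Among Six2--only regions the first 5 lay 0.204 kb from a TSS of Pja2, which encodes a ubiquitin ligase (chromosome 17, 64332117 to 64332123), 0.108 kb from Fam160a2, in the untranslated region of Cap1, an actin regulator (chromosome 4, 122886000 to 122886097), 12.4 kb from Ifngr2, a subunit of the interferon gamma receptor, and 0.791 kb from Setd5. The Pja2 region had enrichments of 239, 186 and 159. The nearest Six2+ peak lay 43409 bp from the Pja2, 170 bp from the Fam160a2, 49823 bp from the Cap1, 12411 bp from the Ifngr2 and 3081 bp from the Setd5 region. Whether calls there were missed in all Six2+ lists was not tested. The Fam160a2 promoter thus appeared in both classes, at centres 105400377 and 105400162, because its peaks in the 2 groups lay further apart than the 150 bp that counts as shared. A peak of the other group lay within 1 kb of 8.87% (95% Wilson interval 7.57 to 10.4) of Six2+-only and 8.48% (7.51 to 9.55) of Six2--only regions, and within 300 bp of 2.98% and 2.96%. Whether these were shifted or separate peaks was not tested. The share within 1 kb was 25% and 21.2% near promoters, and 5.48% and 4.63% beyond 5 kb from a TSS.

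The gene with the most Six2+-only regions nearest to its TSS was Cdh4, which encodes the cell adhesion molecule R-cadherin, with 5 (and 1 Six2--only region), of which 1 had a Six2- peak 624 bp away. Irf2bp2, Slit3, Sox6 and Trabd2b each had 4 Six2+-only and 0 Six2--only regions, and Pitpnb had 4 and 2, all of them within introns of its neighbour Ttc28. Slit3 encodes a secreted guidance ligand of Robo receptors, Sox6 a transcription factor and Trabd2b a protease that acts on Wnt proteins. The 4 Slit3 regions were intronic, the first at chromosome 11, 35151716 to 35151876. Bach2, Chst9, Dock5 and Fgfr2 each had 3 Six2+-only and 0 Six2--only regions. Of the 3 near Fgfr2, a receptor for fibroblast growth factors, 2 counted as intronic (chromosome 7, 130278443 to 130278623 and 130279525 to 130279655). These 2 lay upstream of the nearest TSS, by 12.3 and 13.3 kb, but inside the annotated span of the gene, 130162451 to 133123350. Of the Bach2 regions, 1 had a Six2- peak 247 bp away.

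On the Six2- side the leading gene was Ets1, an ETS transcription factor of endothelial and blood cells, with 8 Six2--only and 2 Six2+-only regions over chromosome 9, 32636139 to 32906563. The gene 1700020N01Rik had 7 Six2--only regions, all intergenic, and Dlc1, a Rho GTPase-activating protein, had 7 with 2 Six2+-only regions. Dusp6 and Spry2, both feedback inhibitors of receptor tyrosine kinase signalling, had 6 each and no Six2+-only region, although Six2+ peaks lay within 1 kb of 1 region at each gene. Mc2r, the receptor for adrenocorticotropic hormone, had 6, Adgrl2 had 6 with 1 Six2+-only region, and Adgrv1, Haao and Rgl1 had 5 each. These assignments give the protein-coding gene with the nearest TSS within 500 kb, which need not be the gene that a region acts on.

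Regions called only in Six2+ cells were found more often near nephron progenitor genes. Of the 1613 Six2+-only regions 24 lay nearest to a gene of this list, against 10 of the 2867 Six2--only regions. The 30 genes included 15 with at least 1 Six2+-only region, 8 with a Six2--only region, 6 with both and 13 with neither. Eya1, a transcriptional co-activator and phosphatase required for kidney formation, had 3 Six2+-only regions, of which 1 was intronic (chromosome 1, 14245043 to 14245114) and 2 were intergenic. Its 1 Six2--only region lay in its untranslated region at chromosome 1, 14309900 to 14309915, with a Six2+ peak 181 bp away. Mycn, a proto-oncogene transcription factor, also had 3 and 1. Osr1, a zinc finger transcription factor required for kidney formation, had 2 and 1, and a Six2+-only region fell at its promoter (chromosome 12, 9574500 to 9574652). The enrichments of that promoter region, 11.16, 11.77 and 10.04, lay close to the lowest values listed. Itga8, an integrin subunit of the kidney mesenchyme, went the other way with 0 and 3. The log2 odds ratio of the list was 2.07 (95% interval 1.02 to 3.12; Fisher's exact test with Benjamini-Hochberg adjustment over 11 lists, two-sided, adjusted p = 5.01e-04). Among 10000 random gene lists matched on the number of regions per gene, p was 0.0002, the smallest that they can give. The call by Fisher's exact test depended on Six2+ replicate 1, without which the log2 odds ratio was 1.14 (adjusted p = 0.0559), and it was lost among peaks above the pooled median enrichment (3.0, adjusted p = 0.103) and among regions with an enrichment of 20 or more in each calling library, a setting chosen after seeing the data (1.04).

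Regions called only in Six2- cells were found more often near endothelial genes, with 43 Six2--only and 5 Six2+-only regions. Of the 28 genes, 22 had a Six2--only region, 4 had a Six2+-only region as well and 6 had neither. Besides Ets1, Fli1, another ETS factor of endothelial and blood cells, had 4 Six2--only and 0 Six2+-only regions, all 4 intronic, with 1 of them 0.08 kb from a TSS (chromosome 9, 32541638 to 32541702). Cdh5, the cadherin of endothelial junctions, had 3 Six2--only and 1 Six2+-only regions, the latter with a Six2- peak 524 bp away, and Cd34, a surface glycoprotein of endothelial and blood progenitor cells, had 2 and 1. The log2 odds ratio was -2.17 (95% interval -3.45 to -0.89; Fisher's exact test with Benjamini-Hochberg adjustment, two-sided, adjusted p = 5.71e-04), and p among the random lists was again 0.0002. The 8 Ets1 and 4 Fli1 regions of the Six2--only class lay in a single stretch of chromosome 9, from 32478242 to 32906563. Random lists were not matched on such neighbouring genes, so neither test allows for this linkage. The call by Fisher's exact test stood in each of the 6 fits that left out a library, but was lost among regions beyond 5 kb from a TSS (-1.62, adjusted p = 0.0553) and among peaks above the pooled median enrichment (-1.18, adjusted p = 0.637) or with an enrichment of 20 or more (-2.41). With genes assigned only within 50 kb of a TSS, and all group-only regions still counted, the log2 odds ratio was -3.53 (Fisher's exact test, adjusted p = 3.64e-04). That limit can drop more Six2+-only regions, which lay further from a TSS (median 45.4 against 28.2 kb).

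The other 9 lists did not pass the test, with adjusted p of 0.808 or higher (Fisher's exact test with Benjamini-Hochberg adjustment). Stromal genes had 10 Six2+-only and 26 Six2--only regions (log2 odds ratio -0.51, 95% interval -1.55 to 0.52), with Nfia at 0 and 3, Col1a2, which encodes a chain of type I collagen, at 0 and 2, Nfib at 2 and 2, and Fat4, an atypical cadherin, at 2 and 1. This list stood at -0.0425 without Six2+ replicate 2 and at -0.89 without Six2+ replicate 3. With genes assigned only within 50 kb of a TSS, and all group-only regions still counted, it did pass Fisher's exact test (log2 odds ratio -4.39, adjusted p = 0.00248). Six2+-only regions lay further from a TSS (median 45.4 against 28.2 kb), so that limit can drop more of them. Genes of differentiating nephrons had 9 and 10 regions (0.69), with Bmp2 at 2 and 0, Jag1, a Notch ligand, at 1 and 2 and Hes1, a Notch target, at 1 and 1. Podocyte genes had 6 and 13 (-0.23), with Efnb2 at 1 and 4, Npnt at 2 and 1, Lmx1b at 2 and 0 and Magi2 at 1 and 1. Ureteric epithelial genes had 6 and 8 (0.44), with Gata3 at 3 and 1 and both Wnt11 and Wnt7b at 1 and 1. Erythroid genes had 2 and 3 (0.34), where both Six2+-only regions were near Bcl11a and 2 of the Six2--only regions near Gypa. Myeloid and mast cell genes had 0 and 3 (-1.98), neural and glial genes 0 and 2 (-1.49), Wnt and beta-catenin targets 1 and 7 (-1.49), including 2 Six2--only regions near Myc, and housekeeping genes 2 and 5 (-0.31), including 4 Six2--only regions near Actb. A peak of the other group lay within 1 kb of 1 region each of Col1a2, Jag1, Hes1 and Npnt and of both Wnt7b regions. The wide intervals of these lists leave differences in either direction open.

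**Figure D3:**
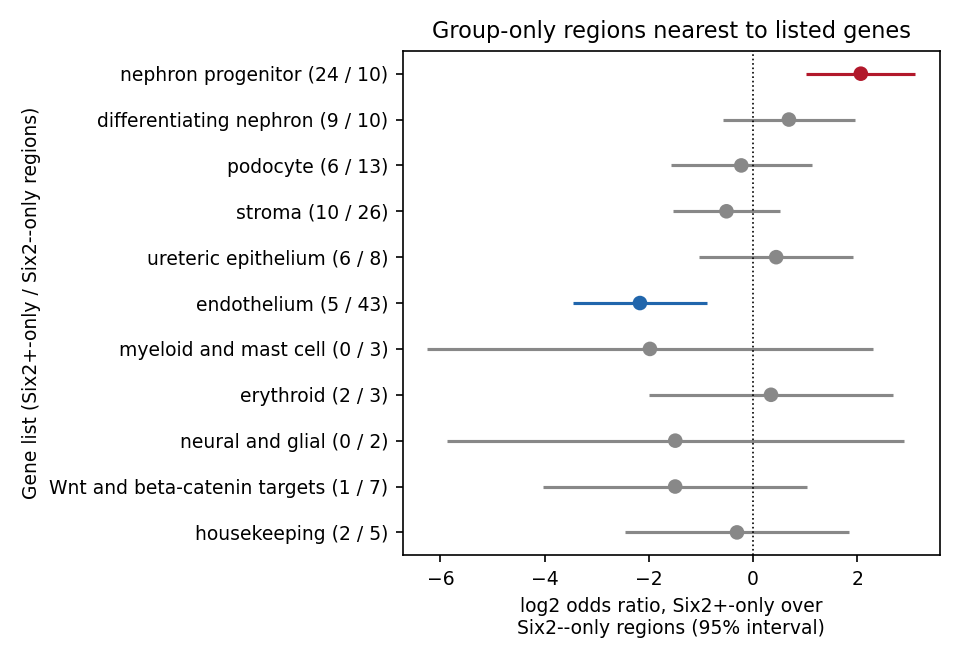
Log2 odds ratio (points) and 95% interval (bars) of the share of Six2+-only against Six2--only regions nearest to the genes of each list, with the numbers of regions in brackets. The nephron progenitor list (2.07) and the endothelial list (-2.17) pass an adjusted p of 0.05, and the other 9 lists, in grey, do not.

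At promoters, with all 6 libraries, the endothelial list had the largest difference in number of genes among the 11 lists. A peak within 1 kb of a TSS was found for 5.67 ± 2.08 (SD, n = 3) of its 28 genes in Six2+ libraries and 19.7 ± 1.53 (SD, n = 3) in Six2- libraries. For the 39 stromal genes the numbers were 10.7 ± 4.93 and 23 ± 3.0. Without Six2+ replicate 3 the stromal difference was the larger, at -14 against -13.7 genes. In both lists all 3 Six2- libraries lay above all 3 Six2+ libraries (exact permutation test, two-sided, p = 0.1, the smallest possible; adjusted p = 0.55 over 11 lists). Nephron progenitor promoters were called for 17 ± 2.65 of 30 genes in Six2+ libraries and 11.7 ± 3.21 in Six2- libraries (exact permutation test, p = 0.2), and the groups overlapped at 14 genes. Housekeeping promoters, a measure of how complete a list is, were called for 22 ± 1.73 of 28 genes in Six2+ and 24.3 ± 2.08 in Six2- libraries (exact permutation test, p = 0.2). The remaining lists differed by 2.33 genes or less in either direction. Erythroid promoters stood at 10 of 15 genes in Six2- replicate 1 and at 2 and 3 in the other Six2- libraries, and at 2, 2 and 4 in Six2+ libraries.

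**Figure D4:**
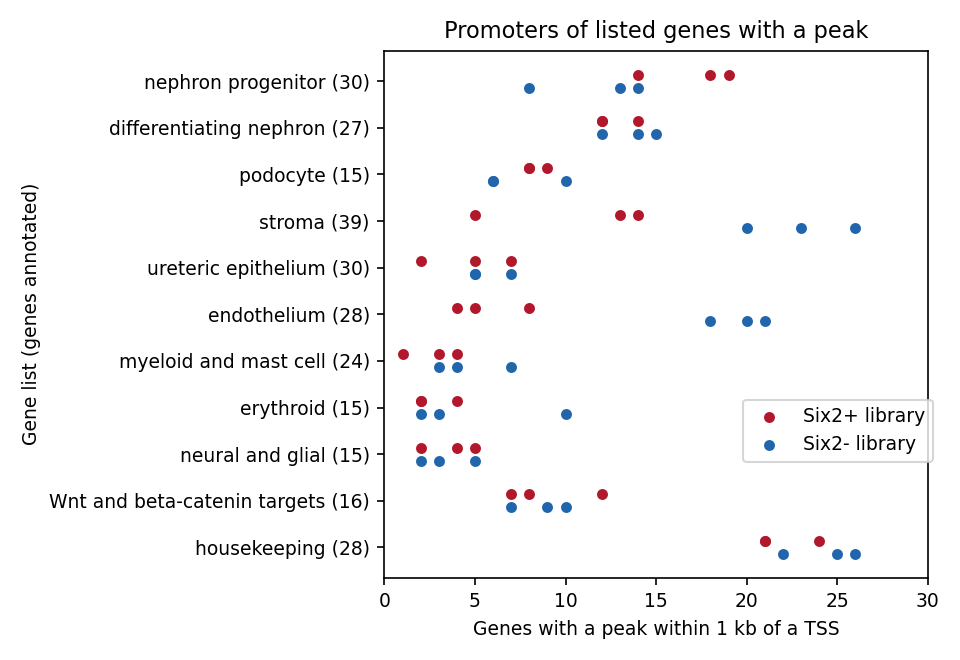
Number of genes of each list with a peak within 1 kb of a TSS; each point is a library, red for Six2+ and blue for Six2-, and the number of annotated genes stands in brackets. Endothelial genes lie between 4 and 8 in Six2+ libraries and between 18 and 21 in Six2- libraries.

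Binding motifs also separated the classes. The sequence from 150 bp before to 150 bp after each region centre was searched for 28 consensus strings, and 12 differed in frequency between Six2+-only and Six2--only regions (Fisher's exact test with Benjamini-Hochberg adjustment, two-sided). More frequent in Six2+-only regions by Fisher's exact test were the Six2 motif TCANGTTTCA (1.61% against 0.384%, log2 odds ratio 2.05, 95% interval 1.05 to 3.05, adjusted p = 1.14e-04), the Hoxd11 motif TTTATGG (9.49% against 5.51%, 0.85, adjusted p = 4.76e-06), the E-box CACCTG (19.2% against 9.45%, 1.19, adjusted p = 1.99e-18) and the TCF/LEF motif CTTTGAA (8.12% against 6.07%, 0.45, adjusted p = 0.0241). Hoxd11 is a homeodomain factor of the progenitors, E-boxes bind helix-loop-helix and zinc finger factors, and TCF/LEF factors carry Wnt signals.

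More frequent in Six2--only regions by Fisher's exact test were both ETS motifs, ACAGGAAGT (0.558% against 4.22%, log2 odds ratio -2.90, 95% interval -3.86 to -1.94, adjusted p = 8.12e-14) and CCGGAAGT (0.496% against 1.64%, -1.67). The SOX motif ACAATGG (-1.14), the SP/KLF motif GGGCGGGG (-0.83), the AP-1 motif TGANTCA (-0.73), the GATA motif AGATAA (-0.59), the NFI motif TTGGCA (-0.50) and the E-box CAGCTG (-0.26) were also more frequent there (Fisher's exact test with Benjamini-Hochberg adjustment). ETS factors act in endothelial cells among others, and AP-1 in many cell types. The Osr1 motif (32.1% against 34.0%, -0.13, 95% interval -0.31 to 0.06) and the Wt1 motif (3.72% against 3.10%, 0.27, -0.21 to 0.75) were among the 16 that did not pass. All 12 motifs kept their direction in every setting tried. Above the pooled median enrichment, with 592 and 1085 regions left, 6 calls were lost, at log2 odds ratios of -0.0214 for CAGCTG, -0.25 for AP-1, 0.52 for TCF/LEF, -0.39 for NFI, -0.26 for GATA and -0.68 for SOX, and SP/KLF stood at -1.47. At an enrichment of 20 or more, with 202 and 248 regions left, only the calls of CACCTG, SOX (-1.79) and SP/KLF (-1.54) stood, while the log2 odds ratios of others that were lost included 1.89 for Six2, 1.01 for Hoxd11, -0.71 for AP-1, -2.41 for ACAGGAAGT and -1.59 for CCGGAAGT. By Fisher's exact test, SP/KLF was also lost in distal regions (-0.59, adjusted p = 0.108), CAGCTG at equal list lengths (-0.25, adjusted p = 0.0752), CCGGAAGT with 50 bp on each side (-1.43, adjusted p = 0.0747) and TCF/LEF with regions matched on GC content (0.46, adjusted p = 0.0541). The calls of TCF/LEF (0.15 to 0.19) and SP/KLF (-0.32 to -0.09) were lost without any 1 of the Six2- libraries, that of CCGGAAGT was lost without Six2- replicate 2 (-0.58) or 3 (-0.32) and stood at -0.94 without replicate 1, and that of CAGCTG was lost without Six2- replicate 2 (-0.16). TCF/LEF stood at 0.70 without Six2+ replicate 2. Other calls stood with a changed size. With calls in 2 of 3 libraries Hoxd11 was 0.35, TCF/LEF 0.29, CCGGAAGT -1.06 and SP/KLF -0.25. With 50 bp on each side Hoxd11 was 1.27, TCF/LEF 1.1 and the NFI motif -0.93. CCGGAAGT was -4.65 in distal regions and -2.64 without regions that had a peak of the other group within 1 kb, and GATA was -0.39 at equal list lengths.

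**Figure D5:**
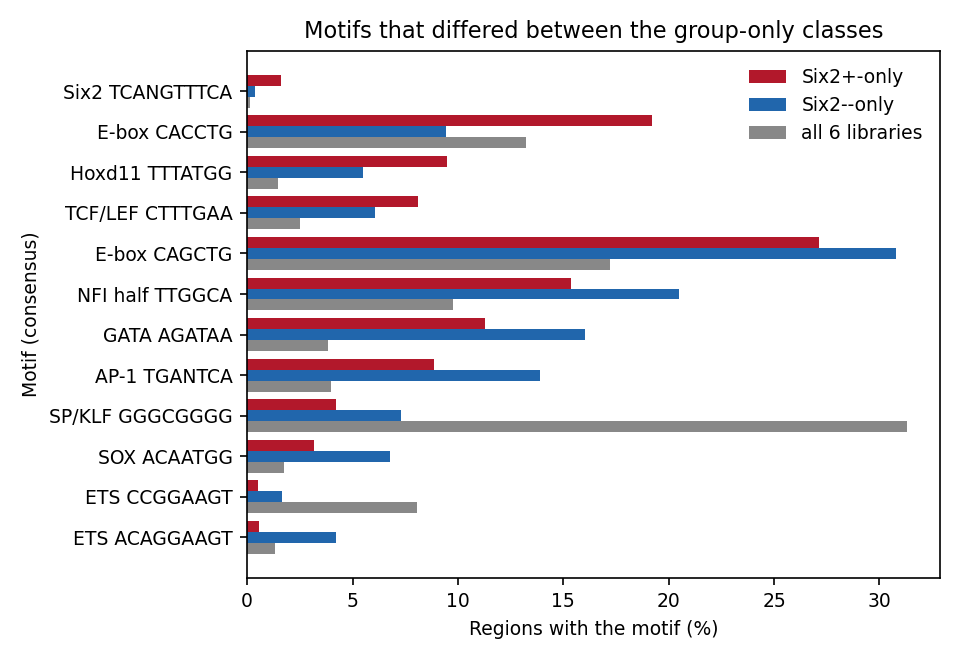
Percentage of Six2+-only (red), Six2--only (blue) and all-library (grey) regions that hold each of the 12 motifs past an adjusted p of 0.05, as bars, with the motifs ordered by log2 odds ratio. The E-box CACCTG stands at 19.2% of Six2+-only and 9.45% of Six2--only regions, and the ETS motif ACAGGAAGT at 0.558% and 4.22%.

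The loci, gene lists, motifs and tests of these comparisons were fixed before the data were examined. The distal enhancer of Wnt4, the Wnt ligand that starts nephron formation, held 1 Six2+-only region (chromosome 4, 137217270 to 137217380, intergenic, 60.2 kb from the Wnt4 TSS), with enrichments of 19.4, 30.1 and 28.7 in the Six2+ libraries and no call in the Six2- libraries. No peak of the 6 lists fell within the distal enhancer of Six2. The study reported binding of Six2, Hoxd11, Osr1 and Wt1 at this enhancer and lower Six2 mRNA after its deletion. Regions can be missing from these lists, so the absence of a peak does not show that the enhancer was closed. A place examined after its values were seen was the nearest Six2+ peak to that enhancer, which lay 9.65, 9.81 and 9.65 kb away in the 3 Six2+ libraries (chromosome 17, 85737621, 85737457 and 85737623), while the nearest Six2- peaks lay 58.9, 67.4 and 396 kb away. The Six2 promoter was called in Six2+ replicates 2 and 3 (enrichments 65.3 and 69.0), not in Six2+ replicate 1, and in Six2- replicate 1 (15.6). Between Six3 and Six2 the Six2+ libraries had 4, 4 and 4 regions and the Six2- libraries 1, 3 and 0.

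The Osr1 promoter was called in 3 of 3 Six2+ and 0 of 3 Six2- libraries. Its enrichments of 11.16, 11.77 and 10.04 in Six2+ replicates 1, 2 and 3 lay close to the lowest values listed. Regions below that level are missing from the lists, so the absent calls do not show that this promoter was closed in Six2- cells. Wt1, a zinc finger regulator of progenitors and podocytes, was called at its 5' untranslated region in 3 Six2+ and 2 Six2- libraries and in an intron at chromosome 2, 105130395 to 105130418, in 3 Six2+ and 0 Six2- libraries. Pax2, a paired-box factor of the nephron and ureteric lineages, was called in its untranslated region in 3 Six2+ and 1 Six2- libraries. The promoters of Six3, Wnt4, Cited1, Sall1, Foxd1 and Ret were called in 1, 2, 1, 0, 2 and 1 Six2+ libraries and in 0, 2, 1, 1, 2 and 0 Six2- libraries, and none was called for Pecam1. The Hoxa cluster held 6, 8 and 9 regions in Six2+ libraries and 16, 16 and 13 in Six2- libraries, including 4 Six2--only regions between 52161023 and 52211765 on chromosome 6. The Hoxd cluster held 9, 18 and 9 regions in Six2+ and 5, 7 and 5 in Six2- libraries, but 0 Six2+-only and 1 Six2--only region (chromosome 2, 74722004 to 74722026). The Hoxb cluster had 5, 6 and 3 against 7, 12 and 9, with 1 Six2--only region, and the Hoxc cluster 7, 13 and 9 against 8, 13 and 6, with 1 Six2+-only region. No test was made of single loci.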

Values the study reported

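For its open chromatin reference, the study purified nephron progenitors magnetically, kept ATAC-seq peaks with a fold enrichment over 10 and widened each by 150 bp per side, which came to 21856500 bp of accessible chromatin. It counted binding sites as overlapping when their centres were less than 150 bp apart. It placed the distal enhancer of Six2 at chromosome 17, 85747271 to 85749534, and that of Wnt4 at chromosome 4, 137216986 to 137217756, and it found 373 places where Six2, Hoxd11, Osr1 and Wt1 bound within 1 kb of each other. In RNA-seq of sorted cells, 246 genes stood higher in Six2+ cells, and 545 stood higher in Six2- cells.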

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

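The tests of missed calls and of control enrichment were chosen only after the results were seen, and the split counts of the group-only regions, although planned, were read as a test of chance only then.

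The control column of the lists, which no comparison used, held 281 peaks with a control enrichment of 10 or more, with 113, 29 and 19 in the Six2+ lists and 29, 56 and 35 in the Six2- lists. That is signal in data outside the main measurement, and the library behind it is not given in the sources used here. In Six2+ replicate 1 such peaks were 0.77% of the list, against 0.0926% to 0.194% in the other lists. The control enrichment was 0 for 72.5% of the peaks of Six2+ replicate 1, against 2.23% to 31.4% in the other lists. Whether its control differed was not tested. Without Six2+ replicate 1 there were 4158 Six2+-only regions. The nephron progenitor call by Fisher's exact test was then lost (log2 odds ratio 1.14, adjusted p = 0.0559). Dropping any library relaxes the rule for its group, and without Six2+ replicate 2 or 3 there were 2259 or 2517 such regions. These changes therefore do not show a fault in Six2+ replicate 1.

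The group-only regions outnumbered those of any other split, with 1613 Six2+-only and 2867 Six2--only regions against at most 476; in each direction 1 of the 10 splits, the real one, gave as many, and 10 splits are too few for a share under 0.05. Calls missed independently in single lists predicted 10.8% of the Six2+-only regions, which argues only against independent misses as the source of most of them, and 30.8% of the Six2--only regions, which decides nothing. Peak positions shifted by up to 1 kb account for no more than 8.87% (95% interval 7.57 to 10.4) and 8.48% (7.51 to 9.55), the shares with any peak of the other group within that distance. The larger number of Six2--only regions went with list length, because the ratio of Six2--only to Six2+-only regions fell from 1.78 to 0.986 when all lists were cut to 14684 peaks. The difference in cell type that the design names, and calls missed together in a group through its depth or preparation, stay open as untested.

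The nephron progenitor and endothelial lists and 12 motifs passed their tests in the real split, where the highest of the other 9 splits gave 0 lists and 1 motif; 1 of 10 splits gave as many in each case, but 10 splits are too few for a share under 0.05, and the other splits held at most 476 regions on a side, which itself limits the calls they can give. With equal list lengths the log2 odds ratios were 2.47 (95% interval 0.83 to 4.12) and -2.36 (-3.82 to -0.90), so longer Six2- lists do not account for the list results. With regions matched on GC content, 91.7% of the motifs stayed past the threshold in the same direction. Mean GC content was already close before matching, at 51.1% in Six2+-only and 50.3% in Six2--only regions, so matching had little to change. With classes this alike, GC content does not account for the motifs as a set. A candidate explanation is that Six2+-only regions are regulatory elements of nephron progenitors and Six2--only regions partly those of endothelial cells. That stays a hypothesis, since depth is unknown and both list calls were lost at 2 filters on enrichment. The log2 odds ratios were 3.0 and -1.18 above the pooled median and 1.04 and -2.41 at an enrichment of 20 or more. Both calls stood at equal list lengths, where the longer lists also kept only their most enriched peaks (Fisher's exact test, adjusted p = 0.00454 and 0.00297). Stromal promoters were also called less often in Six2+ than in Six2- libraries (means of 10.7 and 23 genes). For its RNA-seq, the study took Six2- cortex cells to be largely stromal, with ureteric tip and endothelial cells. Which cell types gave the Six2--only regions was not tested.

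A set of 21 regions had an enrichment of 100 or more in all 6 libraries, 3 of them within 5 kb of a TSS. The median share of their 31 bp words found in the mitochondrial genome was 0%, which argues against nuclear copies of mitochondrial DNA for most of them. That explanation stays open for 4 of the 5 regions with an enrichment of 688 or more in each library, which stood at 53.9%, 14.8%, 5.54% and 4.43%, while the other 17 regions of the set held no such word. The median control enrichment over these regions was 6.38, between the bounds set for the test, so sequence that collects reads in any library stays open as a possible explanation. Enrichments are each list's own values and were not compared between groups, so no biological explanation was tested.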

How the results depend on the processing

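The settings with an enrichment of 20 or more and with no peak of the other group within 1 kb were chosen only after the results were seen, and the planned overlap of intervals was not run, since the lists hold positions. The difference in peaks per library (-6910 to -1248) and the overlap within against between groups (12.6 to 21.6 percentage points) kept their direction under every setting tried. Their exact tests could not pass 0.05 in any. Counts of Six2+-only, Six2--only and all-library regions were 966, 1728 and 1481 when shared peaks lay less than 50 bp apart. Six2--only regions numbered 1441 at equal list lengths. Six2+-only and Six2--only regions numbered 592 and 1085 above the pooled median enrichment, 5801 and 8370 with calls in 2 of 3 libraries, and 202 and 248 at an enrichment of 20 or more; fewer peaks or a looser rule enter these by construction. The difference in promoter share reversed to -2.43 points at equal list lengths. The lists past the threshold numbered 0 above the pooled median (nephron progenitor 3.0, endothelium -1.18) and 0 at an enrichment of 20 or more (1.04 and -2.41), where fewer regions were tested, and 1 for distal regions (endothelium -1.62); the cause of the last was not tested. Only the stromal list was gained, at -4.39 with genes assigned only within 50 kb of a TSS. Among the 9 lists other than nephron progenitor and endothelium the log2 odds ratio reversed for ureteric (-0.38) and neural genes (1.57) at equal list lengths, for neural (2.46) and Wnt target genes (0.87) above the pooled median, for erythroid (-0.55) and neural genes (0.89) with 2 of 3 libraries, for differentiating nephron (-0.0186), podocyte (0.47), ureteric (-0.0186) and erythroid genes (-1.49) within 50 kb, for stromal genes in distal regions (0.0311), and for podocyte, myeloid, neural, Wnt target and housekeeping genes at an enrichment of 20 or more (0.295, 0.295, 0.295, 0.295 and 0.295, all from counts near 0). Promoter differences reversed for differentiating nephron genes at equal list lengths (1.67) and, with promoters of 5 kb, for ureteric (0.667) and Wnt target genes (-0.333). At an enrichment of 20 or more 3 motifs passed. Leaving out each library in turn gave 1813 to 4158 Six2+-only regions, 3207 to 5429 Six2--only regions, 1 to 2 lists past the threshold, a difference in promoter share of -0.0806 to 6.95 points and a log2 odds ratio of promoter classes of -0.61 to -0.0086. It gave log2 odds ratios of 1.14 to 2.15 for nephron progenitor (adjusted p 2.26e-05 to 0.0559), -0.37 to 0.94 for erythroid, -1.27 to 0.41 for housekeeping, -1.97 to 0.28 for neural, -0.87 to 0.35 for podocyte, -0.21 to 0.76 for ureteric, -0.89 to -0.0425 for stromal, -1.97 to -0.19 for Wnt target, -3.18 to -0.79 for myeloid and 0.41 to 1.18 for differentiating nephron genes. The promoter differences ran from -1.17 to 1.33 for Wnt target, -3.83 to 0.167 for erythroid, -0.333 to 1.17 for neural and -2.17 to 0.333 for ureteric genes. The cause of these changes was not tested. Libraries with the same replicate number were not paired by the data, since their correlations across regions were 0.0201, -0.0202 and 0.00542 and 1 of 3 Six2+ libraries correlated best with its own number. With the replicate number as a block the differences were the same and p could not go below 0.25, so the block could give no call, and pairs with the same number shared 39.8% of the shorter list against 40.5% for other pairs. Depth is unknown, and no limit could be set on regions absent from a list.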

Other observations

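All values in this part were chosen only after the results were seen.

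The union of the 3 Six2+ lists, with 150 bp on each side of a peak, covered 12119685 bp, and that of the 3 Six2- lists 14010962 bp. The Six2+ value is lower than the value quoted from the study above, which came from magnetically purified progenitors, so the samples are not alike. The Six2+ lists alone covered 4403162, 7693330 and 6152203 bp, and stretches that they shared were counted once in the union. Whether the study counted overlapping stretches once is not given in the sources used here. The gap was therefore not read as a difference between the cells.

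Regions with an enrichment of 40 or more in the other 5 libraries were missing from the sixth in 8.50%, 12.9% and 9.41% of cases for the Six2+ libraries and in 8.37%, 4.76% and 3.94% for the Six2- libraries. The missing regions lay at a median of 17.9 to 52.5 kb from the nearest peak of the same list, so most were not called at a shifted position. The numbers that the peak caller gave to regions had gaps of 17.7% to 24.2% in the 6 lists, and whether peaks were removed for any reason other than the threshold on fold enrichment is not given in the sources used here. A further check took regions called in a group with an enrichment of 40 or more at each such call, 790 for Six2+ and 2655 for Six2-. Of these, 6 were Six2+-only and 20 were Six2--only regions. Misses made independently in the libraries of the other group, at the rates above, predicted 2.07% and 13.7% of them. Those rates came from peaks joined at 300 bp, and the regions from peaks joined at 150 bp.

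Hoxa regions were more numerous in each Six2- library than in any Six2+ library and Hoxd regions in each Six2+ library than in any Six2- library, a pattern seen after the values were known and given without a test. The group-only regions did not follow it at Hoxd, which held 0 Six2+-only and 1 Six2--only region.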
